A study of Gallus gallus with 20 samples. Its data were reported in "Whole genome and transcriptome maps of the entirely black native Korean chicken breed Yeonsan Ogye" (2018).

How the data were processed

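Reduced representation bisulfite sequencing (RRBS) reads DNA cut with the enzyme MspI and treated with bisulfite, which converts unmethylated cytosines, so that the methylated share of each CpG cytosine can be counted. The series holds 20 RRBS libraries, 1 for each of 20 tissues of 1 female Yeonsan Ogye chicken aged 8 months. The authors aligned the reads to their own assembly of this breed, Ogye_1.1, and extracted CpG calls with Bismark and Bowtie 2. The study's main text gives no versions for these steps and does not say whether reads were trimmed or duplicates removed, and the authors' command lines were not used here. The deposited files give, for each cytosine of a CpG with at least 1 call, the percentage of methylated calls and the counts of methylated and unmethylated calls. The authors applied no normalization to these counts, and the 2 strands of a CpG stand as separate cytosines, which are called sites here.

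The percentages equalled those computed from the counts to within 7.1e-14, and all levels were computed from the counts. Repeated entries were taken once, and entries that gave conflicting counts for 1 position, 2 entries in the liver and 2 in the spleen file, were left out. In 16 files, part of chromosome 20 carried an end 705689 bp beyond its start, and the start was used. The files of fascia, comb, pancreas and shank held no site on chromosome 8 or 20 and none on Z beyond 30791014, so these regions were not analysed here in those 4 libraries. Coordinates are 1-based on Ogye_1.1. No annotation or sequence of that assembly was used here, and the gene table at hand belongs to another assembly, so promoters, gene names and the study's promoter comparison were not analysed here.

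The methylation level of a library was the share of methylated calls over sites with at least 5 calls on all sequences, W, mitochondrial and unplaced ones included, and its share of methylated sites was the share of those sites with a level of 50% or more. Both carry 95% Wilson intervals. Intervals cover counting error only, because reads were not marked by molecule and amplified copies count as separate calls. Calls on the mitochondrial sequence gave the background of unconverted cytosines. Shared sites were those with at least 5 calls in all 20 libraries. Similarity was Pearson's r of site levels over shared sites, with complete linkage on 1 minus r and 100 resamplings of 1 Mb blocks. Black tissues were skin, shank, comb and fascia, which the study treats as black. The sample labels name the tissue only. The 4 libraries were compared with all sets of 4 of the 20 libraries in exact permutation tests, 1-sided for similarity and 2-sided for level.

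Tiles were 1 kb windows with at least 20 calls at shared sites in every library. Black and other tissues were compared with limma on M-values, the log2 ratio of methylated to unmethylated calls with 1 call added to each, at a Benjamini-Hochberg adjusted p under 0.05. A tile was called specific to a library when its level lay at least 30 points from the median of the other 19 and at least 10 points outside their range, with an adjusted p under 0.05 in Fisher's exact test against the other 19 pooled. In pairs of libraries, sites with at least 10 calls in both were tested with Fisher's exact test, and those with an adjusted p under 0.05 and a difference of at least 25 points were counted. Such tests compare 2 libraries, not 2 conditions. Levels on Z and autosomes were compared in a 2-sided sign-flip permutation test with 100000 resamples, and correlations over libraries in permutation tests of the same size. Spearman's rho was taken across chromosomes, and across 1 kb tiles by their number of covered CpG sites, within each library.

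The tests, thresholds, tile sizes, first alternatives and the rule for named tiles were chosen before the data were examined. By that rule the text names the 8 tissue-specific tiles farthest from the median of the others, at most 1 per tissue, and the 2 tiles with the smallest adjusted p between black and other tissues. Ties in the latter were broken by the unadjusted p, which the rule had left open. Alternatives changed the coverage minimum, the tile size, the depth per tile, the definition of a methylated site, the weighting of sites, the linkage and correlation, and the chromosomes, strands, sites and libraries used. A further set of sites was left out as an alternative after the data were seen. These strand-discordant CpG sites had at least 60% methylation on 1 strand and at most 5% on the other. This had to hold in at least 50% of the libraries covering both strands, of which there were at least 5. Liver and spleen did not count among these libraries.

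The limma test, the rule for tissue-specific tiles and the test per site were tried on simulated data. The limma test found 193 of 200 tiles changed by 30 points and called 14 unchanged tiles. The rule for tissue-specific tiles found 186 of 200 tiles changed by 45 points, with 103 unchanged tiles called when libraries varied beyond counting noise and 0 when they did not. The test per site found 154 of 200 sites changed by 40 points, with 0 unchanged sites called. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used. Depth ranged from 25241519 to 52783535 calls per library.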

Results

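CpG methylation was measured by RRBS in 20 tissues of 1 female Yeonsan Ogye chicken aged 8 months, with 1 library per tissue and no replicates, so every difference between tissues is a difference between single libraries. The depth ranged from 25241519 CpG calls in spleen to 52783535 in eye. The number of CpG sites with at least 1 call ranged from 2303669 in lung to 8687794 in liver, and spleen had 8433996, while the highest of the other 18 libraries was 5291715 in shank. With at least 5 calls, 788155 sites remained in shank and 1641061 in liver. The counts of fascia, comb, pancreas and shank leave out chromosomes 8 and 20 and part of Z, so they understate these libraries. The mean depth per site was 2.99 calls in spleen, 4.26 calls in liver and between 5.18 and 17 calls in the other 18 libraries.

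The first question was how the overall level of CpG methylation differed between tissues. The methylation level over sites with at least 5 calls had a median of 32.8% over the 20 libraries. It was 7.94% in liver (95% Wilson interval 7.93% to 7.95%) and 12.4% in spleen (12.4% to 12.4%), and it ranged from 27.9% in eye (27.9% to 27.9%) to 38.6% in bone marrow (38.6% to 38.7%) in the others. The difference between liver and the median of the other 18 libraries was -25.3 points, and that between spleen and this median was -20.8 points. Within a library, the levels of the 2 strands of the same CpG sites differed by 0.0336 points in skin to 1.11 points in heart, a technical difference that does not measure the spread between libraries. The background share of methylated calls on the mitochondrial sequence lay between 0.0313% in shank and 0.0773% in comb. The coverage minimum moved these gaps most. With a minimum of 1 call, the gap was -16.2 points for liver and -6.80 points for spleen.

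The share of sites with a level of 50% or more had a median of 34.0%. Liver had 9.32% (9.27% to 9.36%) and spleen 15.1% (15.04% to 15.2%), and the others ranged from 31.4% in fascia (31.3% to 31.5%) to 40.9% in bone marrow (40.8% to 41.0%). The definition of a methylated site moved the median most, to 60.4% when 1 methylated call was enough, with a range from 30.8% in liver to 65.2% in skin. For liver and spleen the coverage minimum moved it most. With a minimum of 1 call, liver had 41.5% and spleen 46.8%, the median was 41.3%, and neither library was low any more, as the range ran from 35.6% in immature egg to 53.4% in shank.

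**Figure D1:**
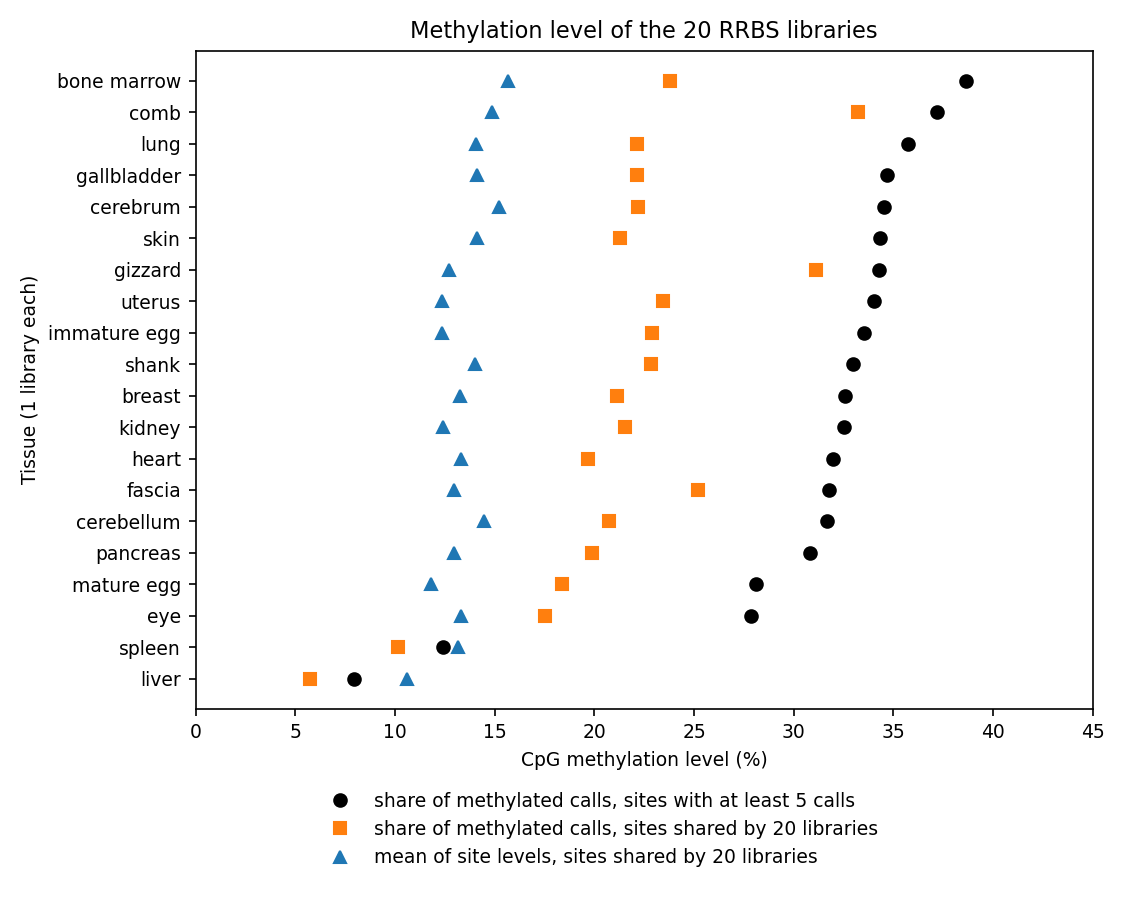
Methylation level in percent (horizontal axis) of the 20 libraries (vertical axis, 1 library per tissue), as the share of methylated calls over sites with at least 5 calls, the same over the 116978 sites shared by all libraries, and the mean of site levels at shared sites. Liver and spleen lie below the others by calls, at 7.94% and 12.4%, and spleen lies among the others in the mean of site levels, at 13.2%.

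Depth and level were not independent in liver and spleen. For each library, sites with a level above 90% and sites with a level below 2% in the other libraries were chosen, and the mean calls per site were compared. The ratio of methylated to unmethylated sites was 0.100 in liver (3.28 against 32.8 calls) and 0.159 in spleen (2.32 against 14.6 calls). In the other 18 libraries it lay between 0.765 in eye and 1.34 in comb, with a median of 1.09.

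**Figure D2:**
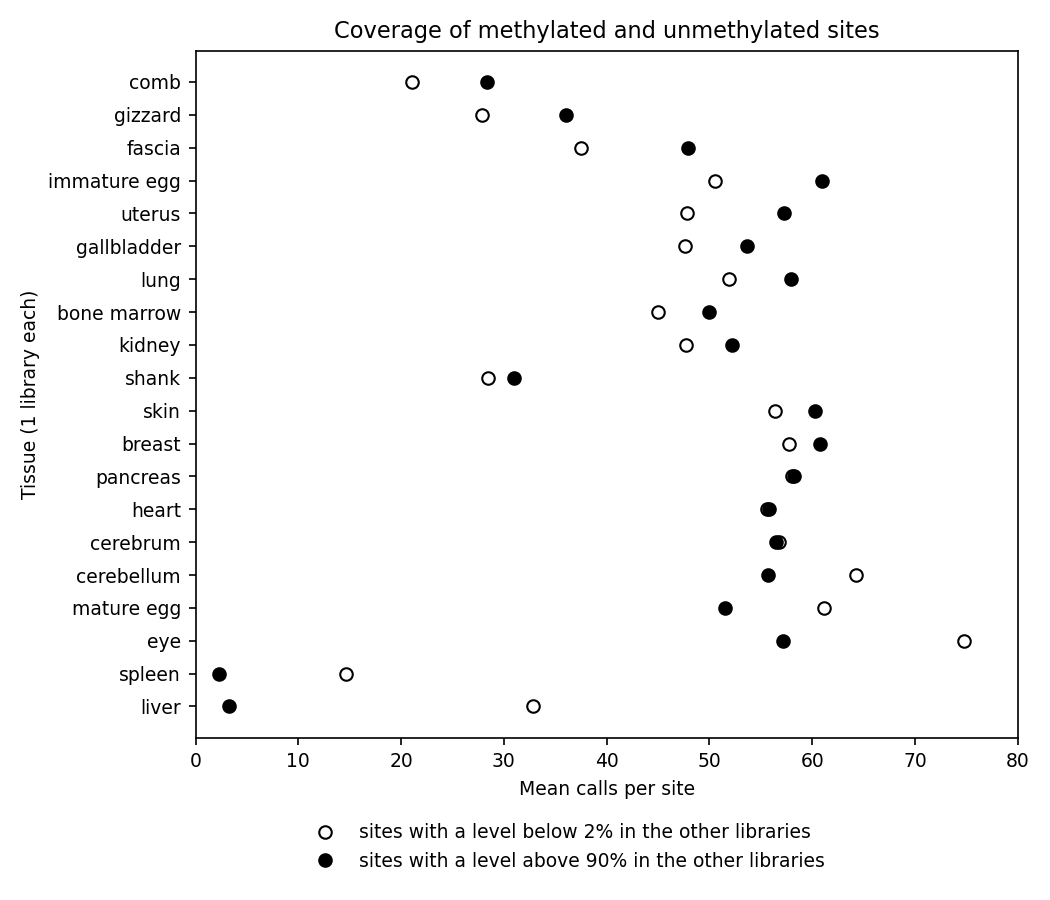
Mean calls per site (horizontal axis) in the 20 libraries (vertical axis, 1 library per tissue) at sites with a level below 2% (open points) and above 90% (filled points) in the other libraries. In liver the filled point is at 3.28 calls and the open point at 32.8, while in the other libraries except spleen the ratio of the means lies between 0.765 and 1.34.

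The 2 strands of a CpG were compared where both had at least 5 calls. In the 18 libraries other than liver and spleen, between 5.89% and 10.02% of CpG sites had at least 60% methylation on 1 strand and at most 5% on the other, about equally in each direction. The share was 0.196% in liver and 0.654% in spleen. Sites were then chosen by the other 18 libraries. The pattern had to hold in at least 50% of those covering a site, of which there were at least 5. By this rule, 22274 CpG sites were methylated on the first strand only and 22218 on the second strand only. Of the former, 63.4% were followed at 150 to 300 bp by a site methylated on the second strand only, whereas 1.21% of the latter were followed at that distance by a site methylated on the first strand only.

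**Figure D3:**
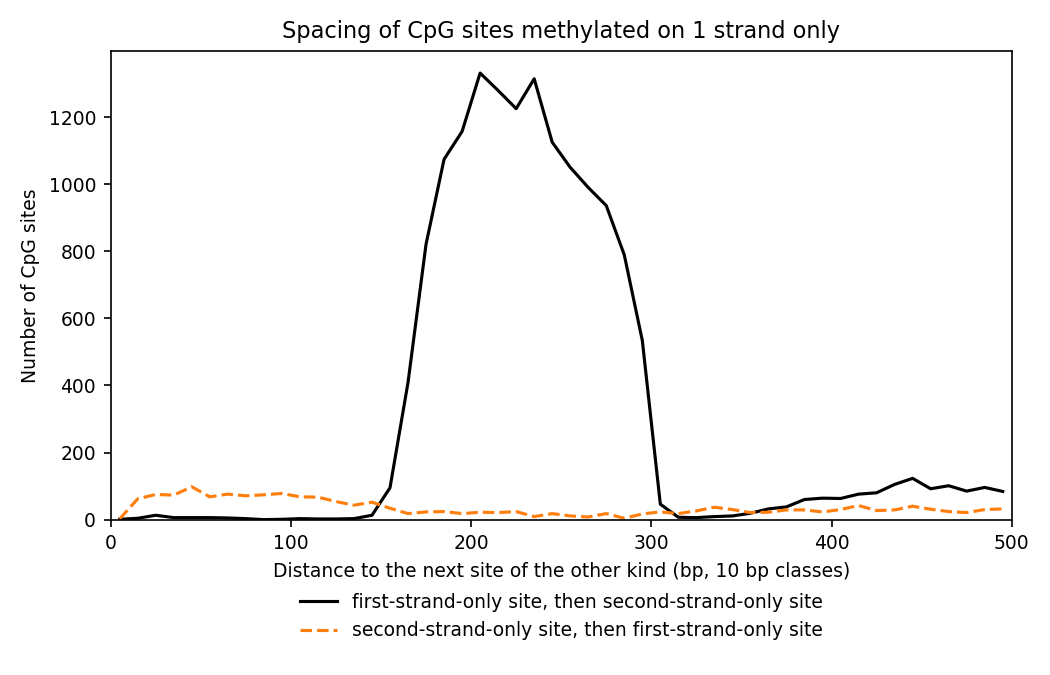
Number of CpG sites methylated on 1 strand only (vertical axis) by the distance in bp to the next site of the other kind (horizontal axis), for both orders. Sites were chosen in the 18 libraries other than liver and spleen. The order of first strand then second strand holds 14129 sites between 150 and 300 bp, and the opposite order holds 269.

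To separate the level from the choice of sites, the 116978 sites with at least 5 calls in all 20 libraries were compared. The median depth at these sites ranged from 10 calls in spleen to 77 calls in eye. The methylation level by calls had a median of 21.8% over the libraries. It was 5.75% in liver (5.73% to 5.77%) and 10.2% in spleen (10.1% to 10.2%), and it lay between 17.5% in eye and 33.2% in comb in the others. With each site weighted alike, the mean of site levels had a median of 13.3%, and it was 10.6% in liver, 13.2% in spleen, 11.8% in mature egg and 15.7% in bone marrow, the highest. Leaving out liver and spleen, which let 240592 sites be shared, moved the median level by calls most, to 33.1%.

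Whether the level followed coverage was tested over the 20 libraries. Pearson's r between the number of sites with at least 1 call and the methylation level was -0.857 (permutation p = 0.0021, adjusted 0.0077 over 7 relations), while Spearman's rho was -0.332 (permutation p = 0.15, adjusted 0.37). The 2 libraries farthest from the median coverage were liver and spleen, and without them r was -0.0465 (permutation p = 0.85, adjusted 0.85) and rho was -0.0836 (permutation p = 0.74, adjusted 0.74). The relation therefore rested on these 2 libraries. The fit without them stood in duplicate among the 7 relations. The sign of r was opposite for the total number of calls, at 0.241 (permutation p = 0.30, adjusted 0.42). Spearman's rho kept its sign there, at -0.0782 (permutation p = 0.74, adjusted 0.74).

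The study clustered tissues by their CpG methylation, and the same question was asked at the shared sites. Pearson's r between libraries had a median of 0.891 over the 190 pairs (95% interval over resampled genome blocks 0.884 to 0.9002). Cerebrum and cerebellum were most alike, with r of 0.972. Bone marrow and lung had r of 0.964, gallbladder and heart 0.955, and immature and mature egg 0.952, and each of these 4 pairs formed a cluster in all 100 resamplings. Liver and spleen joined each other at r of 0.808 and were apart from the other 18 libraries in 100 of 100 resamplings. The highest r of liver was 0.840, with gallbladder, and that of spleen was 0.827, with bone marrow. Thinning every site to 5 calls lowered the median r most, to 0.773, and then 5 of the 18 clusters below the root of the tree were found again.

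**Figure D4:**
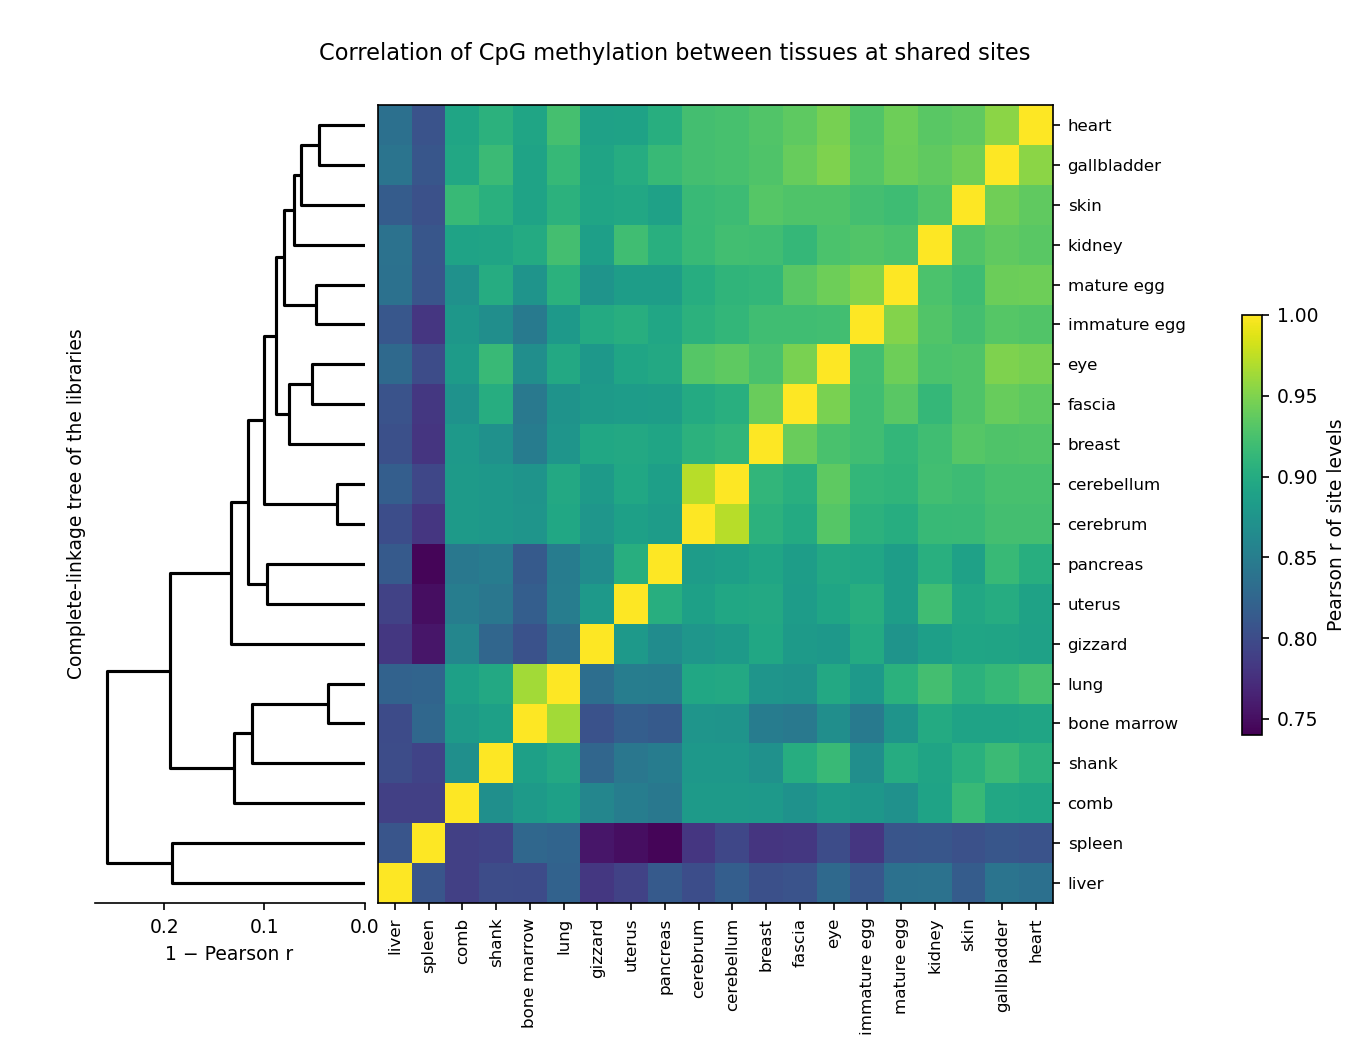
Pearson's r of site levels between the 20 libraries (1 library per tissue, colour scale) over 116978 shared sites, with the complete-linkage tree on 1 minus r at the left. Cerebrum and cerebellum join first, at r of 0.972, and liver and spleen join each other at 0.808.

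The pairs examined were the 3 that the study's text names and bone marrow with lung, and 3 of these 4 pairs were each other's nearest library. These were cerebrum with cerebellum (rank 1 of 190 pairs), bone marrow with lung (rank 2) and immature with mature egg (rank 4). The top 2 pairs changed places under 2 settings. Bone marrow with lung had r of 0.845 against 0.835 with sites thinned to 5 calls. With sites shared by each pair, it had 0.954 against 0.948. Comb and skin had r of 0.916 and rank 51. The nearest library of comb was skin, but that of skin was gallbladder, with r of 0.944. The rank of comb and skin moved most, from 12 with sites thinned to 5 calls to 90 with Spearman's rho. The egg pair had rank 17 with at least 10 calls in all libraries and rank 33 with Spearman's rho, and under both settings its members were not each other's nearest. Comb and skin were each other's nearest only when every site was thinned to 5 calls, among the settings tried.

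Skin, shank, comb and fascia, the tissues the study treats as black, were compared with the rest. The study describes the eyes and internal organs of this breed as black too. The others include such tissues, so they are not a control without pigment. The mean of their 6 pairwise r was 0.899, and the median over all sets of 4 of the 20 libraries was 0.885 (exact permutation p = 0.33, 1-sided, adjusted 0.33 over 2 tests). In this test the similarity did not exceed that of other sets. Thinning every site to 5 calls moved it most, to 0.786 against a median of 0.769 (exact permutation p = 0.11), and the smallest p came with 1 kb tiles, at 0.938 against 0.904 (exact permutation p = 0.053). The direction reversed under 2 settings. The mean fell below the median of the sets without liver and spleen, at 0.921 against 0.922 (exact permutation p = 0.52), and with Spearman's rho, at 0.815 against 0.819 (exact permutation p = 0.54). The mean level by calls at shared sites was 25.6% in the 4 black tissues and 20.2% in the 16 others, a difference of 5.48 points (exact permutation p = 0.081, 2-sided, adjusted 0.16). Without liver and spleen, which are among the others, the difference was 2.77 points (exact permutation p = 0.10). With each site weighted alike, the means were 14.0% and 13.2% and the difference was 0.767 points (exact permutation p = 0.27). Of these 4 libraries, 3 (shank, comb and fascia) were among the 4 whose files held no chromosome 8 or 20. The tissues stood in for replicates, and all came from 1 bird.

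Tiles were then compared between the 4 black and the 16 other tissues. Of 6943 tiles, 16 had a limma adjusted p under 0.05, of which 15 had higher methylation in black tissues, and 630 had an unadjusted p under 0.05. Over all 6943 tiles, the levels of the 4 libraries lay outside the range of the 16 others in 22, where an arbitrary set of 4 libraries gives this in 0.0413% of tiles, or 2.87 tiles. The count depended on the model. It was 0 with a limma fit that let the variance follow the mean level and damped outlying tiles (smallest adjusted p 0.0508), and 36 on the arcsine square root scale. The smallest limma adjusted p, 0.0409, was shared by 7 tiles. The 2 of these with the smallest unadjusted p were a tile on Unknown_18, an unplaced sequence, from 241001 to 242000, and a tile on chromosome 7 from 10376001 to 10377000. In the first, the mean level was 11.3% in black tissues (range 7.38% to 13.6%) and 3.15% in the others (1.25% to 6.98%), with 95 to 1253 calls per library. In the second, it was 22.1% (16.9% to 27.9%) and 8.21% (4.55% to 11.8%), with 130 to 1923 calls. With all sites in the tile, neither passed, with a limma adjusted p of 0.0781 and 0.251.

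Each library was also compared with the other 19, the question of tissue-specific methylation. Of the 6943 tiles, 445 were specific to at least 1 library, in 455 pairs of tile and library, 245 with a higher and 210 with a lower level. Liver had 103, of which 100 were lower, bone marrow 76, all higher, spleen 60, pancreas 47, uterus 45, gizzard 29, cerebrum 18 and breast 16. Fascia, kidney and eye had 0. The sites allowed in a tile moved this count most, as 3770 pairs were found among 32588 tiles when all sites in a tile were used. The balance of directions turned as well, to 1366 higher and 2404 lower with all sites, and to 452 higher and 833 lower without liver and spleen. The order of tissues changed too without liver and spleen, where 16812 tiles were tested. Uterus then had 269, bone marrow 258, gizzard 211, pancreas 196 and breast 78, and kidney had 19, fascia 6 and eye 3.

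The largest difference was in spleen, on chromosome 15 from 1708001 to 1709000, where the level was 4.13% (95% Wilson interval 2.26% to 7.44%, 242 calls) and the median of the others was 80.7% (range 22.1% to 86.4%). Shank had 94.7% (82.7% to 98.5%, 38 calls) on chromosome 14 from 12605001 to 12606000, against a median of 18.5% (1.85% to 59.3%). Liver had 2.83% (1.97% to 4.06%, 989 calls) on chromosome 5 from 48583001 to 48584000, against 78.7% (46.4% to 83.1%), and 4 of the 18 sites of this tile were strand-discordant. Gizzard had 78.9% (73.6% to 83.4%, 261 calls) on chromosome 19 from 8898001 to 8899000, against 5.34% (0% to 40.1%). Uterus had 88.2% (78.5% to 93.9%, 68 calls) on chromosome 6 from 28802001 to 28803000, against 15.4% (1.90% to 65.8%). Bone marrow had 79.0% (75.9% to 81.8%, 725 calls) on chromosome 13 from 756001 to 757000, against 17.05% (3.35% to 67.5%). Pancreas had 74.0% (68.9% to 78.5%, 323 calls) on chromosome 10 from 7949001 to 7950000, against 13.1% (5.77% to 28.8%). Skin had 17.2% (11.5% to 24.9%, 122 calls) on Unknown_211 from 3001 to 4000, against 68.0% (42.9% to 78.2%), but with all sites of this tile the difference was 1.34 points with the opposite sign, so the tile rests on its 6 shared sites. In liver and spleen, methylated sites were covered less deeply than unmethylated ones, which limits their lower tiles.

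Pairs of libraries were compared site by site with Fisher's exact test. Cerebrum and cerebellum differed at 237 of 766315 sites (0.0309%, 0.0272% to 0.0351%). Immature and mature egg differed at 4472 of 667549 sites (0.670%), comb and skin at 3440 of 361059 (0.953%), and bone marrow and lung at 4073 of 671126 (0.607%), 91.9% of them higher in bone marrow. Liver and spleen differed at 1590 of 261907 sites (0.607%), of which 14.6% were higher in liver. For contrast, cerebrum and liver differed at 30220 of 418102 sites (7.23%), of which 92.0% were higher in cerebrum. Thinning to 10 calls per site moved the counts most, to 0 in the first 5 pairs and 2089 in cerebrum and liver, except in liver and spleen, where merging the strands raised the count to 4377. At that depth the smaller differences were not detectable.

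As the bird was female, with 1 Z and 1 W, the Z chromosome was compared with the autosomes. The level on Z was lower in 18 of 20 libraries, and higher in gizzard by 0.446 points and in uterus by 0.213 points. The mean level was 28.5% on Z and 29.8% on autosomes, a mean difference of -1.29 points (permutation p = 6e-05). All 20 libraries came from 1 bird, so the p-values of this test measure only how alike its tissues were in this difference. Over the positions of Z reached in every file, and without chromosomes 8 and 20, the difference moved most, to -3.39 points, with 0 of 20 libraries higher on Z (permutation p = 1e-05, the smallest that these permutations can give). With a minimum of 10 calls, the mean difference was -0.988 points and 8 of 20 libraries were higher on Z. Pooled autosomes include short chromosomes, where levels tended to be higher. By median over libraries, Z had 31.2%, or 28.1% over the positions reached in every file. The longest autosomes, chromosomes 1 to 5, had 31.9%, 29.8%, 17.2%, 26.3% and 26.2%. The difference from pooled autosomes therefore does not show that Z was low for its length. The number of calls per site on Z was between 0.623 and 0.782 of that on autosomes, with a median of 0.700.

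Across chromosomes, the methylation level fell with chromosome length in every library, with a median Spearman's rho of -0.793 (from -0.916 in bone marrow to -0.659 in gallbladder, 27 to 29 chromosomes). Chromosomes are not independent replicates. The alternative without chromosomes 8, 16, 20 and Z moved the median most, to -0.845, and with a minimum of 1 call rho in spleen was -0.0300. Across 1 kb tiles, the level fell with the number of covered CpG sites, with a median rho of -0.388 (from -0.452 in spleen to -0.291 in bone marrow). The median level over the libraries, by calls, was 48.2% in tiles with 1 to 10 sites, 51.7% with 11 to 20, 52.4% with 21 to 40, 48.8% with 41 to 80 and 22.5% with at least 81. With a minimum of 1 call the median rho was -0.411, the largest move among the alternatives.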

Values the study reported

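The study reported that 31%–65% of CpG sites were methylated across tissues. It counted 1,146,350 CpG sites in fascia, 1,035,966 in comb, 1,119,795 in pancreas and 862,931 in shank. It gave the length of the RRBS insert DNA as 55–105 bp. On its clustering by CpG methylation, the study named cerebrum with cerebellum, immature with mature eggs, and comb with skin as groups of adjacent or related tissues.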

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

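The test of copies on W was chosen only after the methylation of W was seen. The sites on the W sequence of the assembly count among all sites above, but W was not compared on its own, and it carried a signal far above the background. The methylation level of W had a median of 74.3% over the 20 libraries, from 42.2% in liver to 78.8% in uterus, at 357 to 1593 sites with at least 5 calls. It was above the level of the autosomes in 20 of 20 libraries, while the mitochondrial background was at most 0.0773%, which argues against failed conversion as the source. A female has 1 copy of W and 1 of Z. The number of calls per covered site on W was 1.91 times that on Z in the median library and above it in 18 libraries, with the lowest ratio, 0.669, in liver. A candidate explanation is therefore that reads of several copies, such as repeats, were placed on the W sequence of the assembly, so that the level may describe repeats more than single genes of W. In liver and spleen, methylated sites were covered less deeply, which could lower this ratio and the level. No biological explanation was tested.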

How the results depend on the processing

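The alternatives without strand-discordant CpG sites, without chromosomes 8, 16, 20 or Z, with each shared site weighted alike, and over positions of Z reached in every file were chosen only after results were seen. For all changes below whose cause is not given, the cause was not tested. Promoters need an annotation not used here, so the promoter alternatives were not run. The level of black tissues, the comparison of Z with autosomes and the rho across chromosomes kept their direction, and the tests among them their side of the threshold, under all alternatives tried. The similarity of black tissues reversed against the median of the sets without liver and spleen (0.921 against 0.922) and with Spearman's rho (0.815 against 0.819). Both tests of black tissues stayed above 0.05 in p.

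The gap of liver and spleen to the other 18 libraries kept its sign under the 9 alternatives. In points, for liver and then spleen, it was -16.2 and -6.80 at a minimum of 1 call, -26.8 and -23.5 at 10, -28.2 and -25.8 at 20, -24.4 and -20.1 on autosomes, -24.4 and -19.1 with strands merged, -24.4 and -19.9 without the deepest sites of each library, -25.3 and -20.9 without chromosomes 8, 20 and Z, -24.9 and -20.6 without strand-discordant sites, and -21.7 and -16.0 with sites weighted alike. The median level was 33.2%, 32.8%, 32.8%, 31.5%, 32.8%, 32.7%, 32.7%, 32.2% and 32.4% in the same order. The median share of methylated sites was 41.3% at a minimum of 1 call, 34.2% at 10, 34.4% at 20, 33.2% on autosomes, 32.3% with strands merged, 34.2% without chromosomes 8, 20 and Z, and 33.1% without strand-discordant sites. At a minimum of 1 call, liver had 41.5% and spleen 46.8%, within the range of the others, so their low share depended on the minimum. Their levels by calls at that minimum, 17.6% and 27.0%, were still the lowest. By construction the median share rose to 46.9% with methylated sites from 20% and to 60.4% with any methylated call. It was 18.1% from 80%.

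The median level at shared sites was 27.7% at a minimum of 10 calls, 33.1% without liver and spleen, 18.4% on autosomes, 21.0% without strand-discordant sites and 13.3% with sites weighted alike. Without liver and spleen, or at 10 calls, other sites were shared. The correlation of coverage and level was -0.0465 without liver and spleen and -0.341 with shared sites weighted alike, both no longer past 0.05. With total calls, Pearson's r reversed to 0.241 (permutation p = 0.30), but Spearman's rho, at -0.0782, kept its sign.

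Of the 18 clusters, 7 were found again at a minimum of 10 calls in all libraries, 6 with sites shared by each pair, 8 with Spearman's rho, 5 with 1 kb tiles and 5 with sites thinned to 5 calls. The median r under these settings was 0.931, 0.903, 0.828, 0.909 and 0.773, and 0.923 without liver and spleen. Thinning lowers r by counting noise. The related pairs that were each other's nearest numbered 2 to 4.

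Between black and other tissues, 10 tiles passed with at least 50 calls, 32 without liver and spleen, 1 with all sites in a tile, 36 on the arcsine square root scale and 0 with the trend and robust limma fit. The numbers of tiles tested differed, at 16812 without liver and spleen and 32588 with all sites. Tissue-specific calls numbered 230 with at least 50 calls, 1285 without liver and spleen, 3770 with all sites, and, where more or fewer pass by construction, 781 at 20 points and 162 at 40 points.

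Sites differing by at least 40 points numbered 147 in cerebrum and cerebellum, 2925 in the egg pair, 1805 in comb and skin and 1201 in bone marrow and lung. At the threshold of 25 points, with strands merged, differing sites numbered 2366 in the egg pair, 1417 in comb and skin and 4377 in liver and spleen. With at least 20 calls, liver and spleen had 804 and cerebrum and liver 17857, as fewer sites were tested. Without strand-discordant sites, cerebrum and cerebellum had 153. Thinned to 10 calls, the first 5 pairs had 0 and cerebrum and liver 2089, since depth limits what 10 calls can show. The median rho with CpG density was -0.411 at a minimum of 1 call, -0.370 at 10 and -0.396 with 500 bp tiles.

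Of the named tiles, the tile of skin reversed to 1.34 points above the median of the others with all sites in the tile, and the tiles of the other 7 tissues stayed specific under every alternative that kept them in the test. Both named black tiles no longer passed with all sites in the tile (adjusted p 0.0781 and 0.251) and with the trend and robust limma fit (0.0508), and passed under the other alternatives with the same 1 kb tiles. Among values of single libraries and ranks of pairs, 463 moved beyond their counting interval, or by over 1.5 times for counts. In tiles of 500 bp, named tiles have no counterpart. Depth limits shallow libraries most, with a median of 10 calls per shared site in spleen and 11 in comb.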

Other observations

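The tests on liver and spleen, on the strands, on the coverage of the 3 pairs most often nearest each other, on the weighting of sites in comb, on the call added to M-values and on which tissue-specific calls were called again were chosen only after the results were seen.

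Liver and spleen had the lowest levels by calls. Methylated sites were covered less deeply than unmethylated sites in both, with a ratio of mean calls of 0.159 in spleen and 0.100 in liver, against 0.765 to 1.34 in the others. Weighting by calls may therefore have lowered their levels, and a minimum of 5 calls may have removed more methylated than unmethylated sites. Of the sites methylated in the other libraries, 17.9% had at least 5 calls in liver and 11.3% in spleen. Incomplete bisulfite conversion in the other 18 libraries would need a background there as large as the gap, and the highest mitochondrial share was 0.0773%. With each library's own sites weighted alike, liver had 10.8% and spleen 16.5%, below the lowest of the others, 30.1%. At the shared sites weighted alike, spleen, with 13.2%, lay among the others, and liver, with 10.6%, stayed below their lowest value of 11.8%, but sharing a site needs 5 calls in both, which few methylated sites had there. At sites methylated in the other libraries, the mean site level was 84.9% in spleen and 79.8% in liver. The range was 91.0% to 93.4% in the others, a smaller gap. These means took only sites with at least 5 calls in the library, which were 71.8% to 99.8% of such sites in the others. The few that passed in liver and spleen may differ from the rest, so site choice is not excluded. Over-conversion of methylated cytosines in liver and spleen as the whole cause would need 22.1% in liver and 34.6% in spleen at these sites, far below the values found. This smaller gap may come from some over-conversion, from the choice of sites or from the poorer coverage of methylated molecules. Another difference in how these 2 libraries were made, or the tissue, may also be its cause, and this stays open. No biological explanation was tested.

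The CpG sites methylated on 1 strand only stood in a fixed order. Of those methylated on the first strand only, 63.4% were followed at 150 to 300 bp by a site methylated on the second strand only, and the opposite order was seen for 1.21%. Methylation of 1 strand in the cells, or variants of this bird, would give both orders alike, so the 1.21% argues against either as the main cause. A candidate explanation is that the ends of digested fragments were repaired with unmethylated cytosines, so that the end of each fragment read as unmethylated on 1 strand. Liver had 0.196% and spleen 0.654% of such sites, far below the others. At the sites chosen in the other 18 libraries, the less methylated strand had 17.6% in liver and 25.5% in spleen. It had 0.483% to 2.72% in those 18, where a low level was part of the choice. The pattern was thus weaker in liver and spleen, at only 3.36 and 2.88 calls per fragment end. Whether these 2 libraries were made differently was not tested. Read as fragment ends, the sites gave 14444 inferred fragments with a median length of 228 bp (quartiles 200 and 259 bp). That length is longer than the insert length quoted from the study above. The mean fragment length, weighted by calls, ranged from 209 bp in shank to 259 bp in comb among the 18 libraries, so libraries differed in the fragments they covered.

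Similarity of methylation may partly follow similarity of coverage. Over the pairs of the 18 libraries without liver and spleen, the Mantel correlation of both similarities was 0.315 (permutation p = 0.017). Pairs of black tissues had a mean r of coverage of 0.419, against a median of 0.648 over all pairs. This could have lowered the similarity of methylation among black tissues. Coverage alone does not account for the egg pair, whose rank in similarity of coverage was 111 of 190. The pairs of the top 3 ranks in similarity of methylation were all among the 10 most alike in coverage, where cerebrum with cerebellum had rank 3, bone marrow with lung rank 9 and gallbladder with heart rank 2. These 10 pairs had a median rank of 40.5 in similarity of methylation, and bone marrow with kidney, rank 8 in coverage, had rank 76. Alike coverage was thus not enough for a top rank, which argues against it as the only reason for cerebrum with cerebellum or bone marrow with lung, but it could have contributed to both and to the rest of the tree.

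The higher level by calls in the black tissues may come from deeper coverage of methylated sites, above all in comb, where the ratio of methylated to unmethylated sites was 1.34. With each site weighted alike, the difference was 0.767 points in place of 5.48 points. Of 100 random splits of 4 against 16 libraries, the real one included, 1 gave as many tiles as the 16 of the real split, which argues against an arbitrary split as the cause, and the next largest count was 1. By unadjusted p, however, 14 of 100 splits gave as many tiles. The split of the 4 libraries whose files held no chromosome 8 or 20, of which 3 are black tissues, gave 0 tiles with limma, but so did 95 of the 100 splits. At an unadjusted p under 0.05 it gave 427 tiles, and the median of the splits was 277.5, with 28 of 100 giving at least as many. A separate processing of these files therefore cannot be told apart from the tissues, because few splits give any tile and the 2 sets share 3 libraries. The call added to M-values could raise shallow libraries, but 36 tiles passed on the arcsine square root scale, which adds none, and 15 of the 16 tiles passed on both scales. When every tile was thinned to 20 calls, 1 tile passed. The other tissues also include eye and internal organs, which the study describes as black in this breed. Since 1 limma setting gave 0 tiles, and since tissues of 1 bird stood in for replicates, a link to pigmentation stays an untested hypothesis.

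Bone marrow and lung were alike, and a candidate explanation is a population of cells common to both. In 47 of the 76 bone-marrow-specific tiles, or 61.8% (95% Wilson interval 50.6% to 71.9%), lung was the nearest of the other 19 libraries. Lung is also the library nearest to bone marrow over all shared sites, so this count restates the similarity and does not test its cause. Common cells, DNA carried over between the libraries and a mixed sample stay open, as does alike coverage as a part of the cause.

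Fragment ends could make tiles look tissue-specific. Of the 455 calls of tile and library, 418 were in tiles still tested without the strand-discordant CpG sites, and 400 were called again in the same direction, which argues against this for most of them. A further 40 calls were new, and the count in liver moved from 103 to 82.

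The share of methylated sites, at a level of 50% or more, ranged from 9.32% to 40.9%. That range is lower than the one quoted from the study above, but the study's main text states no level that makes a site methylated. When 1 methylated call was enough, the range here was 30.8% to 65.2%, which rounds to the study's range. The shares at its ends, 30.82% in liver and 65.16% in skin, equal those the study lists. The lower range therefore comes from the 50% definition used here.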
